A study of Mus musculus with 16 samples. Its data were reported in "Activation of transcription factor circuity in 2i-induced ground state pluripotency is independent of repressive global epigenetic landscapes" (2020).

How the data were processed

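Total RNA of mouse embryonic stem cells (mESCs) was measured on 16 one-colour (Cy3) Agilent 8x60K mouse expression arrays, one array per sample. The labels placed the arrays in 6 groups. J1-serum had 4 arrays, J1-2i 3, TKO-serum 2, TKO-2i 3, 3B3l-serum 2 and 3B3l-2i 2. Each array held 62976 spots, of which 59305 belonged to 55681 non-control probes.

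Per the file headers, the scanner images were read with Agilent Feature Extraction, and the deposited scanner files hold the processed signal as a fluorescence intensity, after background subtraction and spatial and multiplicative detrending, with no normalization between arrays. The raw median signal of each spot and of its local background is also a deposited intensity. The flags of Feature Extraction are 0 or 1. The authors also deposited a table of log2 values for 30170 probes, and its values showed that it had been quantile-normalized between arrays. The columns of that table were set against the scanner files. In 13 of 16 columns the best match was another replicate of the same group than the one named, with a lowest correlation of 0.998 with the best match and a highest correlation of 0.992 with any other array. Groups were the same in both sources, and the table served as an alternative only.

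The values used here were log2 of the processed signal minus the 75th percentile of log2 values over the non-control spots of the same array. Spots marked as non-uniform or as population outliers were left out, saturated spots were kept, and the spots of a probe were averaged. A probe counted as well above background on an array when at least 50% of its spots carried that flag. A probe was tested when it was well above background on every array of at least 1 group, which left 27113 probes, 9247 of them without a gene name. The named probes covered 13926 genes, and 875 tested probes lacked a value on at least 1 array. Gene symbols were taken from the RefSeq accession of each probe, matched to an annotation of assembly GRCm38.p6, which named 28065 probes of 21177 genes. The grid of the array was made on assembly mm9, so chromosome membership and gene order were used and no coordinates are given.

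For arrays the depth is set by signal over background. The 75th percentile of the signal lay between 1019 and 1835 intensity units, and between 39.5% and 48.8% of spots were well above background. The number of arrays limits the precision.

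All 16 arrays were fitted in 1 linear model of 6 group means with limma (version 3.58.1 in R 4.3.3), with moderated variances by eBayes, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. All tests were two-sided. A probe was called at an adjusted p of at most 0.05 and a fold change of at least 2, and a gene was counted in a direction when at least 1 of its probes was called. The comparisons were 2i against serum in each line, TKO and 3B3l against J1 in each medium, J1-2i against TKO-serum, and the differences between the 2i responses of TKO or 3B3l and that of J1. Each contrast with its standard error came from the same model. An adjusted p given beside a gene is limma's. Where one group was not well above background on its arrays, or was saturated, the fold change is given as a bound: against the lowest signal that was well above background, or as at least the measured ratio for a saturated group. An overlap of called genes was set against the number expected if the 3 sets of calls were independent.

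The genes named were fixed by a rule written before the data were examined, as were the groups, tests, thresholds, gene lists and alternatives. The rule took 28 genes that the study names for its array or PCR measurements, each by its probe with the highest mean over all arrays. To these it added the 5 genes with the largest mean log2 change over the 3 lines in each direction among genes called in all 3, and the 3 genes with the largest log2 change in each direction in each comparison. The added genes had to be well above background on every array of both groups, with no overlap between the groups. Of the 28 genes, 26 were tested; Hoxc11 and Hoxc12 were not well above background in any group. The study chose some of these genes from its own analysis of these arrays, so p-values adjusted over the list alone are not independent evidence.

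The gene lists were FIBROBLAST (20 genes, 12 tested), GERMLINE (15, 14 tested), IMPRINTED (25, 22 tested), ERK (10, all tested) and WNT (9, 6 tested). They were tested with limma's fry in 8 comparisons (40 tests), with camera at a preset correlation of 0.01 as an alternative. Lists and chromosomes used 1 probe per gene, the one with the highest mean, over 13669 genes with complete values. The median log2 difference of each chromosome was set against that of 100000 random draws of genes in a two-sided permutation test, with Benjamini-Hochberg adjustment over 80 tests. The smallest p-value these draws can give is 1e-05. The permutation test is over genes, which are not independent, so it does not carry the spread between cultures. The range over the arrays is given beside it.

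The pipeline was tested on simulated data. With 200 changed probes among 26238, limma called 90.0% of them in the J1 comparison, 83.5% in TKO and 86.5% in 3B3l, with 6, 4 and 4 false calls. Of 50 simulated lists shifted by 1 log2 unit, fry and camera each called 50, and of 200 unchanged lists they called 7 and 3. A simulated gain of chromosome 8 was found in 2 of 2 cases, with 0 false calls among the rest of the 80 permutation tests. That gain was larger than any chromosome shift reported below, so it does not show the power for shifts of their size. The simulated genes varied independently of each other, so the false calls do not cover genes that vary together.

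The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling to the array median, the authors' table, no filter on dim probes, a filter for probes well above background on all 16 arrays, the slide or the replicate number as a fixed block, only the groups of the contrast in the fit, an unmoderated unpaired test, other thresholds, trend and robust variances, 1 probe per gene, other probes or genes for the correlations, lists and chromosomes, and leaving out each array in turn. The normexp correction used the median signal of each spot, because the files analysed here hold no mean signal.

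Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and in R with the package data.table (1.17.8). The sequencing data of the study were not analysed here. The values of 1 gene of the lists are not reported here.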

Results

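Gene expression was measured on 16 arrays from 3 lines of mESCs, each grown in serum with LIF or in 2i, a serum-free medium with LIF and inhibitors of the kinases MEK and GSK3. Per the labels LIF was at 500 U/ml in serum and at 1000 U/ml in 2i, so every response to 2i includes this difference. J1 is the wild-type line. TKO cells lack Dnmt1, Dnmt3a and Dnmt3b, the genes of the DNA methyltransferases. 3B3l cells lack Dnmt3a and Dnmt3b and carry exogenous Dnmt3b and Dnmt3l that are expressed constitutively. Per the study's methods J1 cells in serum were grown on feeder cells and the other cultures were not. J1-serum had 4 arrays, J1-2i and TKO-2i 3 each, and TKO-serum, 3B3l-serum and 3B3l-2i 2 each. Between 39.5% (3B3l-2i replicate 2) and 48.8% (TKO-serum replicate 2) of the spots of an array were well above background. Values are log2 signal relative to the 75th percentile of the array, as mean ± SD over arrays.

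The arrays lay on 3 slides, read on 2 scan days. Slide 1 held J1-serum replicates 3 and 4, J1-2i replicates 1 and 3, both TKO-serum arrays and TKO-2i replicates 2 and 3. Slide 2 held J1-serum replicate 2, J1-2i replicate 2 and TKO-2i replicate 1. Slide 3, read on the second scan day, held J1-serum replicate 1 and all 4 3B3l arrays. With the groups in the model, 3 of 26238 probes with complete values differed between slides 2 and 1 at an adjusted p of at most 0.05, and 1067 differed between slides 3 and 1, of which 622 by at least 2-fold. The second of these rests on J1-serum replicate 1 alone, since 3B3l was on no other slide, so slide 3 and this array are not separable. Comparisons of 3B3l with J1 crossed slides, except through J1-serum replicate 1.

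Across the tested probes, the mean Pearson correlation between arrays of the same group was 0.979 (15 pairs). It was 0.940 for arrays of the same medium and different lines (41 pairs), 0.918 for the same line and different media (22 pairs) and 0.908 where both differed (42 pairs). Arrays of the same medium exceeded arrays of the same line by 0.0216. By line, this held for pairs with a J1 array (0.938 against 0.904) and with a TKO array (0.943 against 0.927), while for 3B3l the pairs of the same line were higher (0.946 against 0.938). Over all lines the difference of 0.0216 became 0.305 when each probe was centred on its own mean and 0.00741 over all non-control probes. Probes are not independent replicates, and pairs share arrays, so these means carry no test.

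The first comparison asked how expression responded to 2i in wild-type cells. Of 13926 genes tested, 1614 were upregulated and 1919 downregulated in J1-2i relative to J1-serum, 3522 in all, since 11 genes had probes called in both directions. Which direction had more genes depended on the processing. Upregulated genes were 45.7% of the calls here and 54.1% (1706 genes downregulated) under array median scaling, and the filter for probes well above background on all 16 arrays gave 953 upregulated and 625 downregulated genes. Leaving out each array in turn gave between 3433 and 3596 genes. The alternative that moved the count most was the absence of a fold change limit, with 8195 genes. Under the naming rule, which takes only genes well above background on every array of both groups here and below, the most upregulated genes were Spic (4.85 ± 0.15 SE on the log2 scale, limma adjusted p 9.4e-11), Crxos (3.82) and Ildr1 (3.75). The most downregulated were S100a6 (-5.71 ± 0.12 SE, limma adjusted p 7.7e-12), Tagln (-5.20) and Col1a2 (-5.09). Tagln and Col1a2 are on the list of fibroblast genes, and J1-serum was the group grown on feeder cells.

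In TKO cells, 2i changed 2473 genes, 1066 upregulated and 1411 downregulated, with 2441 to 2700 when 1 array was left out. Under the naming rule the largest increases were in Crxos (5.03), Cdx1 (4.78) and Bhmt (4.69), and the largest decreases in AF067061 (-5.44), Aass (-5.09) and Gm4312 (-4.99). In 3B3l cells, 2072 genes changed, 878 upregulated and 1194 downregulated, with 2022 to 2344 when 1 array was left out. The largest increases under this rule were in Cdx1 (5.18), Bhmt (4.75) and Stra8 (4.12), and the largest decreases in Tagln (-5.83), S100a6 (-5.65) and Krt18 (-5.06). With 2 arrays per group in 3B3l, an unmoderated test followed by Benjamini-Hochberg adjustment gave 39 genes, and at an unadjusted p of 0.05 it gave 1769.

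A total of 876 genes changed in the same direction in all 3 lines, 322 upregulated and 554 downregulated. If the 3 sets of calls were independent, 7.79 and 16.7 would be expected. These 876 genes were 24.9% of the genes called in J1, 35.4% of those in TKO and 42.3% of those in 3B3l. By mean change over the 3 lines, the largest common increases under the naming rule were in Cdx1 (2.98 in J1, 4.78 in TKO and 5.18 in 3B3l), Crxos (3.82, 5.03 and 3.88), Xaf1 (2.69, 3.92 and 3.00), Spic (4.85, 2.69 and 1.79) and Pla1a (3.33, 3.46 and 2.50). The largest common decreases were in Tagln (-5.20, -4.29 and -5.83), S100a6 (-5.71, -2.03 and -5.65), Cldn6 (-4.28, -3.92 and -4.66), Aass (-3.29, -5.09 and -3.97) and Gap43 (-3.39, -3.97 and -4.01). These 30 changes had limma adjusted p-values of at most 1.7e-05.

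**Figure D1:**
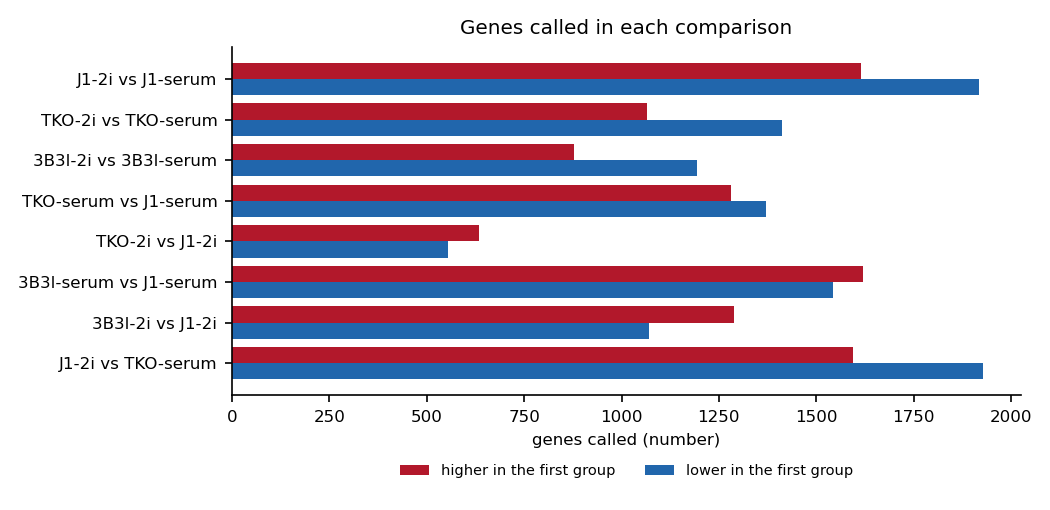
Number of genes called upregulated or downregulated (limma, adjusted p of at most 0.05 and at least 2-fold) in each of 8 comparisons, as bars from 0. The J1 response to 2i (3522 genes) and J1-2i against TKO-serum (3506) give the longest bars and TKO against J1 in 2i (1187) the shortest.

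The log2 responses to 2i were correlated across probes between J1 and TKO (Pearson 0.569, Spearman 0.499), between J1 and 3B3l (0.447 and 0.357) and between TKO and 3B3l (0.484 and 0.429). These correlations are across probes, which are not independent replicates, and no p-value is given. Without the filter on dim probes the Pearson values were 0.492, 0.363 and 0.415. Genes called in opposite directions numbered 76 between J1 and TKO, 119 between J1 and 3B3l, and 76 between TKO and 3B3l, beside 561, 445 and 467 called up in both and 927, 745 and 720 called down in both.

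**Figure D2:**
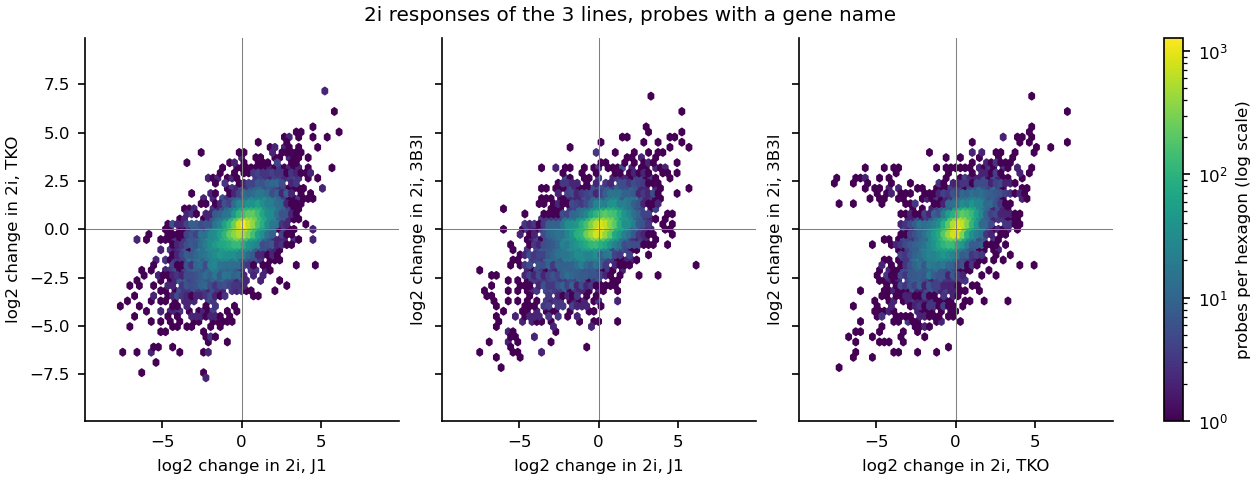
Log2 change in 2i relative to serum, in pairs of lines (J1 and TKO, J1 and 3B3l, TKO and 3B3l), with the shade giving the number of probes with a gene name in each hexagon. The clouds rise from lower left to upper right, with Pearson correlations over all tested probes of 0.569, 0.447 and 0.484.

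The second set of comparisons asked how the lines differed from J1 within a medium. In serum, 1280 genes were upregulated and 1371 downregulated in TKO relative to J1, 2643 in all (2507 to 3007 when 1 array was left out). In 2i, 633 were upregulated and 555 downregulated, 1187 in all (983 without TKO-2i replicate 2 and 1594 without TKO-2i replicate 1). The number in serum was 2.02 times that in 2i for upregulated genes and 2.47 times for downregulated genes. Under normexp background correction the count in 2i was 714. Array median scaling gave 532 upregulated and 675 downregulated genes in 2i, and 7 of 16 alternatives gave more downregulated than upregulated genes there. The largest increases in serum under the naming rule were in Gm364 (4.10), Xlr5c (3.56) and Xlr5b (3.54), and the largest decreases in Dnmt3b (-3.89, by another of its probes than the one with the highest mean), Col4a2 (-3.78) and Slc13a5 (-3.58). In 2i they were in 1700013H16Rik (3.61), Gm7903 (3.33) and Nefm (3.30), and in Dnmt1 (-3.93), Ndufa4l2 (-3.74) and Gm4340 (-3.26).

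In 3B3l relative to J1, 1619 genes were upregulated and 1542 downregulated in serum, 3145 in all (3083 to 3424 when 1 array was left out), and 1288 and 1071 in 2i, 2351 in all (2143 to 2472). With the slide as a block the counts were 2998 and 1856, of which 2465 and 1337 were the same genes in the same direction. Both values of that fit rest on J1-serum replicate 1, the only J1 array on slide 3. Quantile normalization gave 1415 upregulated and 1702 downregulated genes in serum, and 1099 and 1169 in 2i. The median of all probes shifted by 0.16 (log2) in serum, so differences there are relative to that shift. Under this rule the largest increases in serum were in Myc (3.48), Mirg (3.47) and Sp5 (3.46), and the largest decreases in Ndufa4l2 (-5.003), Srgn (-4.60, saturated on 1 J1-serum array) and H2bu2 (-4.35). In 2i they were in Dnmt3b (5.20), Tlx2 (4.24) and Stra8 (4.24), and in Xlr3b (-4.14), Otx2 (-3.73) and Xlr4b (-3.72).

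J1-2i was also compared with TKO-serum, which sets wild-type cells in 2i against cells without the methyltransferases in serum. Here 1595 genes were higher and 1929 lower in J1-2i, 3506 in all (3376 to 3617 when 1 array was left out). Array median scaling gave 1876 and 1715. Under this rule the largest increases were in Ly6c1 (5.02), Crxos (4.87) and Pla1a (4.46). The largest decreases were in Id2 (-4.81), Dnmt3l (-4.79, saturated on both TKO-serum arrays, so at least 27.7-fold lower in J1-2i) and Col18a1 (-4.68).

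Dnmt1 was at -1.69 ± 0.04 (SD, n = 2) in TKO-serum and 1.79 ± 0.15 (SD, n = 4) in J1-serum, a difference of -3.48 (SE 0.12, limma adjusted p 2.1e-09), and the difference in 2i was -3.93. It rose by 0.58 in J1 with 2i, less than 2-fold. In 3B3l it did not differ from J1 by 2-fold in either medium (0.54 in serum, -0.32 in 2i). Dnmt3a was not well above background on any TKO or 3B3l array, and it was at least 10.8-fold lower in TKO and 7.34-fold lower in 3B3l than in J1 in serum, and at least 3.33-fold and 2.85-fold lower in 2i. In J1 it fell by 1.42 with 2i (SE 0.13, limma adjusted p 1.6e-06).

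Dnmt3b fell with 2i in J1 from 2.95 ± 0.08 (SD, n = 4) to 0.62 ± 0.07 (SD, n = 3), a change of -2.33 (SE 0.10, limma adjusted p 2.0e-09). In TKO the change was -0.29 and in 3B3l 0.30, neither called, while the other 2 probes of Dnmt3b changed by -1.836 and -1.495 in 3B3l, both called. In 3B3l the probe with the highest mean stood 2.57 above J1 in serum and 5.20 above it in 2i, while the other 2 probes of the gene stood below J1, at -3.50 and -3.44 in serum and between -3.09 and -2.75 in 2i. In TKO all 3 probes were lower than in J1 in both media. Dnmt3l fell by 3.89 in J1 (SE 0.12, limma adjusted p 1.3e-10). In TKO and 3B3l it was saturated in serum, so it fell by at least 6.03-fold and 2.75-fold. It was 2.20 higher in TKO-2i and 3.65 higher in 3B3l-2i than in J1-2i. In serum, where it was saturated in 3B3l, its measured log2 difference from J1 was 1.22. The measured value was under 2-fold with quantile normalization (0.92), in the authors' table (0.89) and with the slide as a block (0.89). Prdm14 rose by 2.80 in J1 (SE 0.10, limma adjusted p 3.1e-10), 1.58 in TKO and 1.25 in 3B3l. In serum it was 1.22 higher in 3B3l than in J1 and 1.01 higher in TKO, the latter of which was 0.91 without TKO-serum replicate 2, 0.98 without J1-serum replicate 1 or 3, 0.96 under normexp background correction and 0.98 with the slide as a block. Uhrf1 rose by 1.18 in J1 and 1.096 in TKO (0.99 in the authors' table), and by 0.64 in 3B3l, where a second probe rose by 1.15 and was called.

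**Figure D3:**
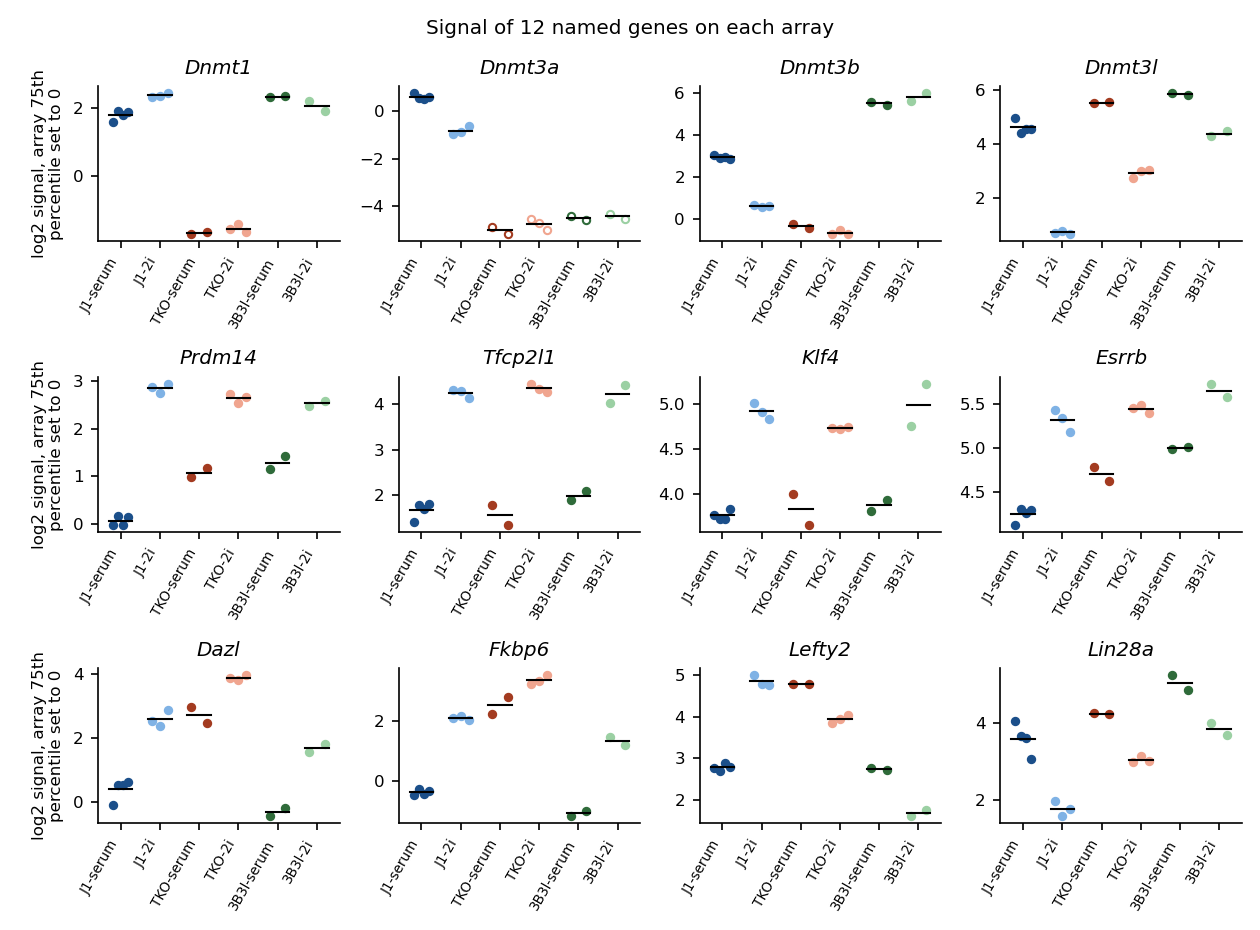
Log2 signal relative to the 75th percentile of the array for 12 genes, with 1 dot per array, open where the probe was not well above background, and a line at the mean of each of the 6 groups. Dnmt3b and Dnmt3l fell with 2i in J1, Prdm14 and Tfcp2l1 rose in all 3 lines, and the Dnmt3a dots of TKO and 3B3l are open.

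Among the genes of the pluripotency network, Tfcp2l1 rose by 2.57 in J1, 2.79 in TKO and 2.24 in 3B3l, and Tbx3 by 2.36, 2.03 and 1.44. A second probe of Tfcp2l1 was 3.02 higher in 3B3l than in J1 in serum and 3.27 higher in 2i, where the first differed by 0.32 and -0.01. Klf4 rose by 1.16 in J1 and 1.12 in 3B3l (0.89 without 3B3l-2i replicate 2), and by 0.90 in TKO, under 2-fold (1.08 without TKO-serum replicate 1). Esrrb rose by 1.08, 0.75 and 0.65, called in J1 only, and the difference of its response from that of J1 was not called in TKO (-0.33) or in 3B3l (-0.42). Klf2 and Sox2 changed by less than 2-fold with 2i in every line. The main probe of Nanog was saturated on 7 of 16 arrays and the only tested probe of Pou5f1 on 11, so their changes cannot be read, while a second probe of Nanog, saturated on none, rose by 1.41 in J1. Klf2 was 1.02 higher in 3B3l than in J1 in serum. This difference was 0.73 under quantile normalization and 0.70 in the authors' table. It was 0.79 with the slide as a block and 0.98 with the replicate number as a block. It was 0.97 without J1-serum replicate 2 and 0.88 without 3B3l-serum replicate 2. In TKO, Klf2 was 0.76 higher than in J1 in serum, under 2-fold (1.06 without TKO-serum replicate 2).

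Of the germline genes, Dazl rose by 2.20 in J1, 1.16 in TKO (0.90 without TKO-serum replicate 2) and 2.01 in 3B3l. In serum it was 2.33 higher in TKO than in J1 (SE 0.21, limma adjusted p 2.8e-06) and in 2i 1.29 higher. Fkbp6 rose by 2.43 in J1, 0.83 in TKO, which was 1.11 without TKO-serum replicate 2, and 2.37 in 3B3l. In TKO it was 2.86 higher than in J1 in serum and 1.26 higher in 2i. Asz1 was well above background in TKO only, where it fell by 2.49 with 2i, and in serum it was at least 8.41-fold higher in TKO than in J1.

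Of the remaining genes, Dmgdh was well above background on 1 of 4 J1-serum arrays, so its rise with 2i of 5.39 in J1 is of uncertain size. It rose by at least 39.6-fold in TKO and at least 38.9-fold in 3B3l. The J1-serum value rests on arrays that disagreed (-3.36 ± 2.45 SD, n = 4). Fgf15 was not well above background in 2i and fell by at least 6.86-fold in J1, 25.9-fold in TKO and 3.42-fold in 3B3l. Pax6 fell by at least 6.12-fold in TKO and 2.39-fold in 3B3l. It was not well above background in J1 in either medium. Eomes rose by 2.23 in J1, 1.13 in TKO and 1.82 in 3B3l. Its rise in TKO was 0.82 without TKO-serum replicate 2, 0.97 without TKO-2i replicate 3 and 0.90 under normexp background correction. Lefty2 rose by 2.08 in J1 (SE 0.09, limma adjusted p 1.2e-09) and changed by -0.83 in TKO and by -1.06 in 3B3l, the last of which was -0.99 without 3B3l-2i replicate 1 and -0.94 under array median scaling. Lin28a fell by 1.82, 1.19 and 1.20 in J1, TKO and 3B3l. Sfrp1 rose by 2.21, 2.47 and 1.36, and Hoxc13 by 2.14 in J1, 2.09 in TKO and at least 4.49-fold in 3B3l. Neurog3 was not called in any of the comparisons. The change of Neurog3 in 2i response in J1, -1.69, became -2.56 and was called without J1-2i replicate 1, as were its values in 4 other comparisons that use this array. It was also called under normexp background correction (-1.74).

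The difference between responses was tested directly. The response to 2i differed between TKO and J1 for 2424 genes and between 3B3l and J1 for 2768 genes. Among the 26 tested genes of the fixed list, 24 had an adjusted p of at most 0.05 for the J1 response when adjusted over the list alone, and 23 when adjusted over all probes. For the TKO response both counts were 18, and for 3B3l both were 17. For TKO against J1 both counts were 15 in serum and 12 in 2i, and for 3B3l against J1 they were 18 and 18 in serum and 14 and 13 in 2i. For J1-2i against TKO-serum both were 19, and for each of the differences between responses they were 13 and 12.

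Of the 40 tests of gene lists, 37 passed an adjusted p of 0.05 with limma's fry, which tests whether a list changed at all, and 24 with camera, which sets a list against all other genes. All 24 were among the 37. The fibroblast list was lower in 2i than in serum in all 3 lines (mean log2 change -3.87 in J1, -1.51 in TKO and -2.53 in 3B3l, with 0, 2 and 0 of 12 genes higher). In serum it was lower in TKO than in J1 (-2.02, fry adjusted p 6.2e-10, limma) and in 3B3l than in J1 (-1.01), with 1 and 4 of 12 genes higher. In 2i it stood 0.34 and 0.33 higher than in J1, which camera did not call. These calls were also lost with the filter on all 16 arrays (log2 0.02 and 0.05), and that of TKO in the authors' table (0.11). The list of ERK targets fell in all 3 responses (-2.02, -1.43 and -1.85), as did imprinted genes (-1.17, -1.57 and -1.62), of which the IMPRINTED list in 2i response in J1 stood at 0.03 among probes well above background on all 16 arrays. WNT targets rose (0.88, 2.27 and 2.14), the first of which was not called by camera, in the authors' table or without the filter on dim probes. The germline list fell in J1 (-0.88) and TKO (-1.502), and its 0.31 in 3B3l was not called by camera.

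Between lines, the imprinted genes were higher than in J1 in TKO (0.77 in serum, 0.38 in 2i) and in 3B3l (0.92 and 0.47), and the values in 2i were not called by camera or, for TKO, under array median scaling (0.29). The germline list was at 0.76 in TKO-serum and -0.63 in 3B3l-serum relative to J1-serum, the former not called by camera. In 2i it stood at 0.14 in TKO, called only without J1-serum replicate 1 (again 0.14), with the replicate number as a block or over all probes of the list, and at 0.56 in 3B3l, not called by camera or, at 0.11, with the filter on all 16 arrays. WNT targets were higher in 2i in TKO (1.53) and in 3B3l (2.38), stood at 1.13 in 3B3l-serum, not called by camera, and at 0.14 in TKO-serum, not called (0.74 and called with the filter on all 16 arrays). ERK targets stood at -0.33 and 0.26 in TKO and at 0.60 and 0.76 in 3B3l, in serum and 2i, and camera called none of these. In J1-2i relative to TKO-serum the fibroblast (-1.85), germline (-1.64), imprinted (-1.95) and ERK (-1.69) lists were lower, and the WNT list (0.74, fry adjusted p 0.0541) was not called. It was called at 0.74 when any 1 of the 4 3B3l arrays was left out, at 0.90 without TKO-serum replicate 1, and under quantile normalization (0.73), normexp background correction (0.57), array median scaling (0.85) and the filter on all 16 arrays (1.101). The median and the mean differed in sign for the ERK and WNT lists in TKO against J1 in serum and for the germline list in TKO against J1 in 2i.

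The chromosome medians asked whether genes of a chromosome shifted together between lines, as a gain or loss of a chromosome in culture would do. Of 80 tests, 21 passed an adjusted p of 0.05, and 13 did so with the authors' table. Chromosome 8 (730 genes) was lower than the median of all genes in TKO and 3B3l in each of the 4 comparisons with J1. The differences were -0.136 in serum and -0.138 in 2i for TKO, each with an adjusted permutation p of 0.00027, and -0.0932 (adjusted permutation p 0.0169) and -0.0867 (adjusted permutation p 0.0057) for 3B3l. All arrays of the lines lay below, between -0.147 and -0.0883. The 2 comparisons in each medium share their J1 arrays. In 1000 simulations of unchanged groups against the same J1 arrays, chromosome 8 was lower in all 4 comparisons in 7.40% of cases, by at most 0.0230 in size. Unchanged groups hold no expression difference between lines, so these simulations address only the sharing of J1 arrays. Chromosome 8 was not alone in keeping its direction. Chromosome 5 was higher in TKO (0.0569 in serum, 0.0360 in 2i) and in 3B3l (0.0567 and 0.104), and was not called in 3B3l-serum. Without the filter on dim probes the value of chromosome 8 in TKO versus J1 in serum was -0.04 and not called. Chromosome 11 was lower in TKO in serum (-0.0862) and in 2i (-0.0814) and in 3B3l in serum (-0.0640), and not in 3B3l in 2i (-0.0062). The call of chromosome 11 in 3B3l versus J1 in serum was lost for genes above the median value (-0.05) and in the authors' table (-0.03), and without the filter on dim probes that in TKO-serum was lost (-0.03) and that in 3B3l-2i was gained (-0.07). The X chromosome was higher in TKO-serum (0.103) and lower in 3B3l-2i (-0.0961). The other calls, on chromosomes 4, 5, 7, 12, 13, 15, 17, 18 and 19, lay between -0.101 and 0.104.

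**Figure D4:**
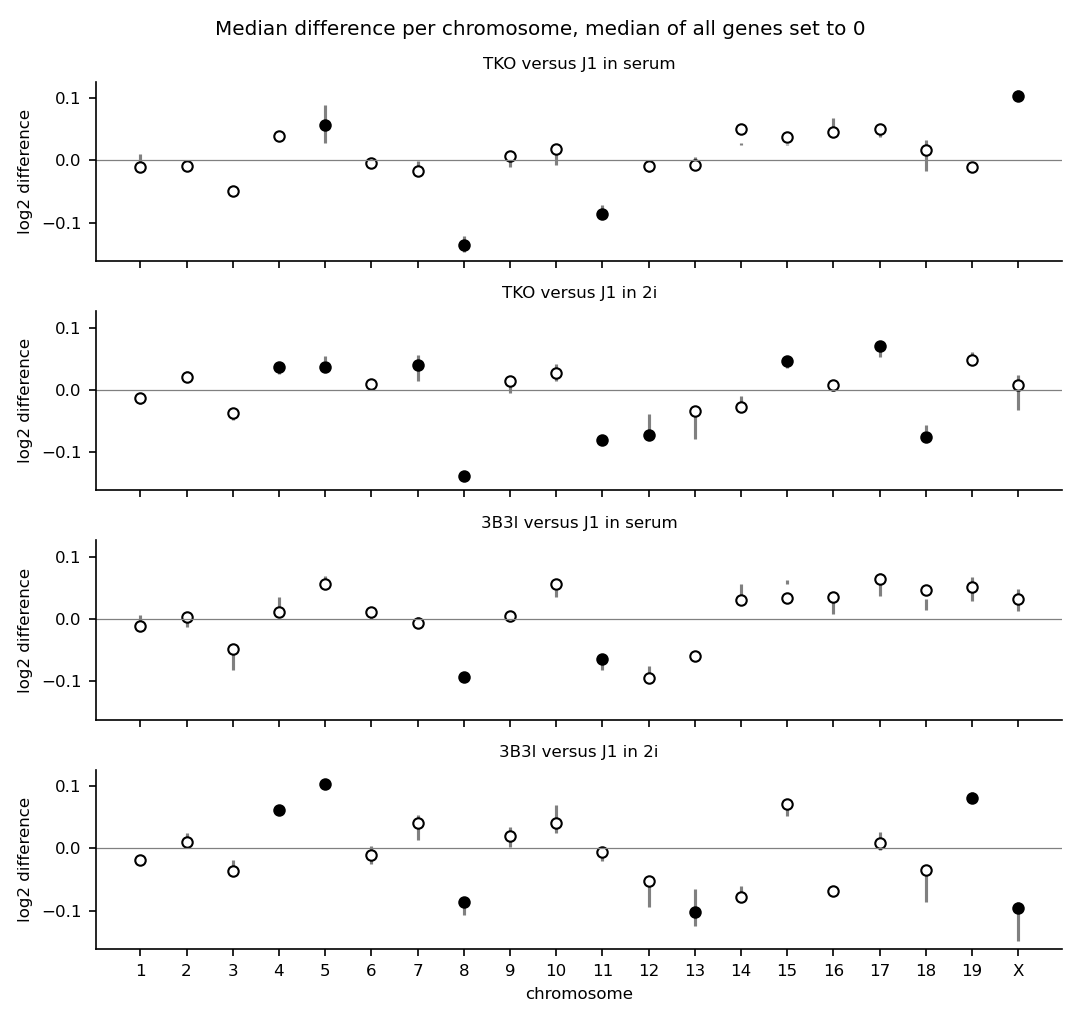
Median log2 difference of the genes of each chromosome minus that of all genes, for TKO and 3B3l against J1 in serum and in 2i, with filled points where the adjusted permutation p was at most 0.05 and grey lines for the range over the arrays of the line. Chromosome 8 lies below 0 in all 4 comparisons, from -0.138 to -0.0867.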

Values the study reported

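The study reported 1823 upregulated and 2208 downregulated genes in wild-type cells in 2i relative to serum, at a fold change of at least 2 and an adjusted P of at most 0.05. It reported 843 genes that changed in common. For TKO against J1 it reported 3.3 times fewer upregulated and 2.9 times fewer downregulated genes in 2i than in serum.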

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

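The tests of signal near background and of feeder RNA in this part were chosen only after the results were seen.

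In J1-serum, the only group with 4 arrays, 39 measures were examined for an array far from the others by the ratio of gap to range (Dixon's test). Chance gives about 1.95 such measures and 2 were found. Dazl was at -0.0914 in J1-serum replicate 1 and between 0.53 and 0.61 on the other 3 arrays (ratio 0.883). Dmgdh was at 0.30 in J1-serum replicate 1, the only J1-serum array where it was well above background, and between -4.72 and -4.40 on the others (ratio 0.937). Both lie on the same array, the only J1 array on slide 3. That array also had the highest 75th percentile of signal (1835) and the most spots marked as outliers (1303) of the 16. Slide 3 alone does not give the Dmgdh value, since the 3B3l-serum arrays of that slide were at -3.08 ± 0.11 (SD, n = 2). The number of measures found, 2, is what chance gives. That count does not cover that both lie on 1 array, so it does not show that this array differs by chance. Over the tested probes the array correlated at 0.968 to 0.971 with the other J1-serum arrays, which correlated at 0.978 to 0.986 with each other. No further technical explanation and no biological one was tested.

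The responses to 2i differed from that of J1 for 2424 genes in TKO and 2768 genes in 3B3l, by a limma test of the difference itself. The 2 sets share all J1 arrays, so they are not independent of each other. When only probes well above background on all 16 arrays were tested, 1124 and 1391 genes were called, so signal near background is not the whole cause. With the slide as a block, 2238 and 2609 of the genes were called in the same direction. The J1-serum cultures alone were grown on feeder cells, and feeder RNA in them would make J1 fall more with 2i, which gives positive differences. On the other side, where J1 rose more or fell less, 1194 genes were called for TKO and 1374 for 3B3l. Added feeder transcripts do not give those, but dilution of mESC RNA by feeder RNA acts in this direction. Dilution strong enough for a call would shift all transcripts of the mESCs by 2-fold or more. The differences of responses were averaged over the 6 pluripotency genes of the fixed list that were not saturated. Their mean was -0.33 ± 0.13 SE in TKO and -0.48 ± 0.12 SE in 3B3l. Each SE here is over genes, which share the same arrays, so it does not carry the spread between cultures. The size of these means argues against feeder RNA as the whole cause on this side unless the lines themselves differ in these genes. As 5 and 6 of the 6 were negative, a smaller part played by dilution stays open. For the 1235 and 1405 genes with positive differences, feeder RNA stays open, since only J1-serum was grown on feeder cells. The genotype of the lines, which the design names, stays open as untested for both sides.

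Among the genes of the fixed list, 11 differed in TKO and 7 in 3B3l. Dnmt3a (1.68 in TKO and 1.49 in 3B3l) was not well above background in TKO or 3B3l in either medium, so its difference is the fall in J1 set against no measurable signal. Dnmt3b differed by 2.04 in TKO and 2.63 in 3B3l. In 3B3l this holds for the probe with the highest mean, and the other 2 probes gave 0.41 and 0.69, not called. Dnmt3l differed by 1.30 and 2.43, and saturation in TKO-serum and 3B3l-serum makes these values upper bounds. Prdm14 rose less than in J1, by -1.22 and -1.54. All 4 genes kept their calls under every alternative that gave a value and when any 1 array was left out.

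Lefty2 differed by -2.91 in TKO and -3.14 in 3B3l, since it rose in J1 only. Fkbp6 (-1.60), Dazl (-1.04) and Eomes (-1.10) rose less in TKO than in J1. The Dazl call was lost with the slide as a block (-0.83) and without J1-serum replicate 1 (-0.88), J1-2i replicate 3 (-0.90) or TKO-serum replicate 1 (-0.78), and the Eomes call without TKO-serum replicate 1 (-0.79) or TKO-2i replicate 2 (-0.996). Asz1 differed by -3.93 in TKO, the only line where it was well above background, and by -1.36 in 3B3l, where neither J1 nor 3B3l was and the call was lost under normexp background correction (-0.65). Pax6 (-1.75) and Fgf15 (-2.40) differed in TKO, with Pax6 not well above background in J1 and both not well above background in 2i, so the sizes are not those of the transcripts. Hoxc13 differed by 1.12 in 3B3l, where it was not well above background in serum, and the call was lost under normexp background correction (0.59) and without 3B3l-serum replicate 2 (0.89). For these genes no technical explanation was tested gene by gene. The genotype of the lines stays open as untested.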

How the results depend on the processing

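All alternatives were planned and none was added later. The rule for calling a correlation moved was chosen after the values were seen. It drew on the spread over the fits that leave out an array, but not every value outside their range was counted as moved. The difference in array correlation was 0.0129 in the authors' table. The correlation of TKO and 3B3l was 0.543 with the filter on all 16 arrays. Both lay outside that range and were counted as unchanged.

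Most results kept their direction and their side of the threshold. Apart from leaving out arrays, 3621 of the values of named genes were unchanged in this sense, 54 were no longer past the threshold, 13 came past it and 2 reversed. For lists and chromosomes these numbers were 423, 24, 8 and 1. For counts, 151 stayed within 1.5 times the value reported and 38 moved, and 33 correlations stayed and 8 moved. When arrays were left out, 5135 gene values stayed, 21 became weaker and 18 stronger, 762 lists and chromosomes stayed and 6 became stronger, and all 208 counts and 64 correlations stayed.

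Probes well above background on all 16 arrays gave 1578 genes for the 2i response in J1, 1074 in TKO and 934 in 3B3l. The same filter gave 1302 and 357 for TKO against J1 in serum and 2i, 1712 and 1037 for 3B3l against J1, 1622 for J1-2i against TKO-serum, 1124 and 1391 for the differences of responses, and 308 common genes. Fewer probes are tested under this filter by construction. It also gave 0.0116 for the difference in array correlation and reversed the IMPRINTED list in 2i response in J1 (0.0338). Without a fold change limit the counts were, in the same order, 8195, 5895, 4764, 6948, 4100, 7955, 6732, 7394, 4694, 4944 and 2269. At a limit of 1.5-fold they were 5888, 4435, 3773, 5112, 2538, 5954, 4930, 5758, 4180, 4516 and 1600. A looser limit adds genes by construction.

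The number of genes upregulated in TKO relative to J1 in serum was 2.02 times that in 2i, between 1.71 times without a fold change limit and 3.89 times with the filter on all 16 arrays, and 1.65 times without TKO-2i replicate 1. For downregulated genes it was 2.47 times, between 1.70 and 3.44 times under the same alternatives. The cause was not tested.

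Which direction had more genes was less stable than the totals. Of 16 alternatives, the other direction had more genes in 4 for the J1 response, 3 each for TKO and 3B3l, 3 and 7 for TKO against J1 in serum and 2i, 3 and 2 for 3B3l against J1, 4 for J1-2i against TKO-serum and 2 for the common genes, and of 14 alternatives in 5 and 6 for the differences of responses. The authors' table gave 527 upregulated and 629 downregulated genes for TKO against J1 in 2i. The cause was not tested.

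Under normexp background correction 714 genes were called for TKO against J1 in 2i, of which 679 were also called in the same direction without it, and the cause was not tested. An unmoderated unpaired test with Benjamini-Hochberg adjustment gave 39 genes for 3B3l and 22 common genes. With 2 arrays per group it estimates the spread of each probe from those 4 arrays. Camera called 24 lists, and it sets a list against all other genes by construction. Without the filter on dim probes the correlations of responses were 0.492 (J1 and TKO), 0.363 (J1 and 3B3l) and 0.415 (TKO and 3B3l), and the difference in array correlation was 0.00741, as over all non-control probes. It was 0.305 for values centred per probe. The correlation of J1 and 3B3l was 0.503 over probes called in at least 1 line. The authors' table gave 13 chromosome calls, and the cause was not tested for these last values.

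With the slide as a fixed block, Dmgdh in 3B3l versus J1 in serum reversed to -3.38 and Dmgdh in 3B3l versus J1 in 2i to -3.90. That fit links 3B3l to J1 through J1-serum replicate 1, where Dmgdh stood at 0.30, far above the other J1-serum arrays.

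Leaving out 1 array gave 3433 to 3596 genes for the 2i response in J1, 2441 to 2700 in TKO and 2022 to 2344 in 3B3l. It gave 2507 to 3007 and 983 to 1594 for TKO against J1 in serum and 2i, 3083 to 3424 and 2143 to 2472 for 3B3l against J1, 3376 to 3617 for J1-2i against TKO-serum, 2276 to 2669 and 2651 to 2853 for the differences of responses, and 832 to 891 common genes. Correlations ran from 0.508 to 0.585, 0.398 to 0.448 and 0.435 to 0.484, list calls from 37 to 38, chromosome calls from 16 to 25 and the difference in array correlation from 0.0171 to 0.0247. A group left with 1 array was assumed to vary like the others.

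No pairing by replicate number was seen in J1 and TKO, and for 3B3l it stays open. Deviations of arrays with the same number in serum and 2i correlated at -0.126, 0.0262 and -0.0655 in J1, at 0.0207 and -0.0283 in TKO and at 0.269 and 0.271 in 3B3l, which with 2 arrays per group amount to 1 value. With a replicate block the counts were 3462, 2451 and 2064 for the 3 responses and 858 for common genes.

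The shift of the median of all probes passed 0.1 only for 3B3l against J1 in serum (0.16). Under array median scaling it was 0.18 for the J1 response, 0.11 for TKO, 0.11 for 3B3l, 0.15 for 3B3l against J1 in serum and 0.13 for J1-2i against TKO-serum. Signal over background limits what can be measured: between 39.5% and 48.8% of the spots of an array were well above it, folds against dim groups are bounds, and saturated spots hide further increases.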

Other observations

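In this part the tests of the slide for 3B3l and for TKO-2i replicate 1, of J1-2i RNA in that array, of the Dnmt3b probes, of whole chromosome copies and their division by line, of the last part of chromosome 8 and of the genes around Zscan4 were chosen only after the result was seen, as was the form of the added checks of the fibroblast list. The tests of the slide for chromosome 8 were written once the chromosome had been seen to be lower, before the values that decide them were seen.

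The number of genes upregulated in TKO relative to J1 was 2.02 times as high in serum as in 2i here. That is lower than the value quoted from the study above, though the filter on all 16 arrays gave a higher one.

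Other splits of the arrays were tested for the comparisons with at least 3 arrays per group. Of the 35 splits of the 7 J1 arrays into 3 and 4, only the real one (1 split) gave as many as 3522 genes, so chance can be excluded there. The second largest count was 2242, for J1-serum replicates 1, 3 and 4 against the rest. Of the 10 splits of the J1-2i and TKO-2i arrays, 1, the real one, gave as many as 1187 genes and the next gave 8. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this count alone.

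The fibroblast list was written because J1 cells in serum were grown on feeder cells. It was lower by a mean log2 difference of -2.02 in TKO-serum and -1.01 in 3B3l-serum. Feeder RNA in the J1-serum samples may give this, but the lists cannot decide it. Of 12 genes, 11 were lower in TKO and 8 in 3B3l, while Tagln, Thbs1, Col5a1 and Col6a1 were higher in 3B3l-serum, which was grown without feeders. The mean difference was -2.31 for the 6 genes highest in J1-serum and -1.73 for the other 6 in TKO, and -1.02 and -1.01 in 3B3l. The J1-serum levels that set this grouping also enter the differences. Across the J1-serum arrays the genes varied together with a mean pairwise correlation of 0.114, above 86.0% of 10000 random lists. The mESCs express much of the list themselves: 11 of the 12 genes were well above background on every TKO-serum array and 10 on every 3B3l-serum array. Among the abundant list genes in J1-serum were Tagln (3.80), Acta2 (3.58) and Col1a2 (2.78), and they were at 4.38, 2.91 and 0.88 in 3B3l-serum. Dcn was lower by -4.24 in TKO and -4.73 in 3B3l. It stood at -2.82 in TKO-serum and -3.31 in 3B3l-serum, the lowest values of the list in these groups and near background, so both sizes are uncertain. The feeder culture and the J1-serum group are the same arrays, so feeder RNA and the line cannot be told apart for this list.

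A slide or scan day effect is a candidate explanation for the differences of 3B3l from J1. With the slide as a block, 2465 of 3145 genes in serum and 1337 of 2351 in 2i were called in the same direction. In both media that fit links 3B3l to J1 through J1-serum replicate 1 alone, so the slide cannot be told apart from the line. The genotype of 3B3l stays open as untested.

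Genes of chromosome 8 stood below the median of all genes in TKO and 3B3l in all 4 comparisons with J1. For TKO the slide does not give this, since within slide 1 the value was -0.118 in serum and -0.135 in 2i. For 3B3l-serum it was -0.132 within slide 3, against 1 J1 array, so there the slide cannot be told apart. An extra copy of the whole chromosome in part of the J1 cells would lower all its parts alike. Each chromosome was divided into 4 parts of equal gene number, 8 parts over the 2 comparisons of a line. For chromosome 8, 7 of 8 parts were below the median of all genes in TKO and 6 of 8 in 3B3l. In 2 of 2 comparisons of TKO a part lay further from the rest of chromosome 8 than any part of another chromosome did from its own (0.282 against at most 0.252 in size in serum, -0.316 against 0.191 in 2i). The most distant part was part 2 in serum, above the rest, and part 4 in 2i, below it, so the comparisons did not single out the same part. Unequal parts argue against an extra copy of chromosome 8 in part of the J1 cells as the whole cause there. A smaller contribution of such a copy stays open. In 3B3l a part lay further out than on any other chromosome in 0 of 2 comparisons (-0.2982 against 0.2983 and -0.266 against 0.317). There a whole copy cannot be told apart from other causes. For an extra copy of chromosome 11 in part of the J1 cells, 8 of 8 parts were below the median in TKO and 6 of 8 in 3B3l, and a part lay further out than on any other chromosome in 0 of 2 and 1 of 2 comparisons. As parts elsewhere varied by more in the other 3, it cannot be told apart either.

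The last of the 4 parts of chromosome 8, by gene order on assembly GRCm38.p6, was the lowest of 80 such parts in each comparison (183 genes, -0.321 and -0.368 in TKO and -0.334 and -0.288 in 3B3l, in serum and 2i), though in 3B3l-serum the next part, on another chromosome, stood at -0.323. It was chosen after its values were seen. Within slides the values were -0.311, -0.351 and -0.327. In 1000 simulations of unchanged groups against the same J1 arrays it was lower in all 4 comparisons in 7.90% of cases, by at most 0.0429 in size. These simulations hold no expression difference between lines, so they address only the sharing of J1 arrays. A copy number difference of that segment between J1 and the other 2 lines may explain it. Probes between genes had not been used to find the pattern. They were divided into 4 parts of equal probe number by the array's own positions. Their last part therefore need not cover the same segment as the last part of the genes. In it they were lower by a permutation test in 2 of the 4 comparisons, both in serum (-0.338, adjusted permutation p 0.0048, and -0.271, adjusted permutation p 0.0152). In 2i they stood at -0.117 and -0.204 (adjusted permutation p 0.124 and 0.137). In 0 of 12 tests of the other parts were they lower. A copy number difference and a change of transcription that the lines share against J1 both stay open, and DNA was not analysed here.

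TKO-2i replicate 1 lay nearer to J1-2i (mean correlation 0.969) than TKO-2i replicates 2 and 3 did (0.948 and 0.947), and without it 1594 genes were called for TKO against J1 in 2i. J1-2i RNA in this array would raise Dnmt1, which stood -0.04 from the other 2 TKO-2i arrays, so this is unlikely. The slide cannot be told apart: the deviations of the array correlated at -0.048 with those of the J1-2i array of the same slide and at 0.320 with those of the J1-serum array, and slide 2 holds only 3 arrays, each of another group. No biological explanation was tested.

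The 3 probes of Dnmt3b moved apart in 3B3l. The largest difference of 3B3l over TKO on the other 2 probes was 0.44, against 5.88 in serum on the probe with the highest mean. The other 2 probes may lie outside the exogenous transcript and read only the deleted endogenous gene. In 2i, though, they stood at -1.25 and -0.998 relative to TKO, and without the sequences of the probes, which were not used here, the question stays open.

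A group of genes around Zscan4 was noticed in the plot of responses and chosen after its values were seen. It held 28 probes of 21 gene symbols that fell by at least 4 log2 units in TKO and rose by at least 1 in 3B3l, among them 5 probes of Zscan4 genes and probes of Tcstv1, Gm4340 and several Pramel genes. One probe of Zscan4c changed by -2.09 in J1, -6.34 in TKO and 2.65 in 3B3l. All 28 fell in J1. To test whether a single array is the cause, probes were chosen by the same limits on 1 array per group, and all 27 so chosen fell in TKO and rose in 3B3l by at least 2-fold on the other arrays (median changes -5.19 and 2.53), which argues against it. Only 3 of the probes were well above background on all TKO-2i arrays, so the falls are of uncertain size. Many of these genes belong to families with near-identical copies whose probes can read the same transcripts, so they may amount to few independent signals, and the difference between the lines stays open as a hypothesis about their genotype.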
